A study of Mus musculus with 9 samples. Its data were reported in "Raptor regulates functional maturation of murine beta cells" (2017).

How the data were processed

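Islet RNA from 8-week-old male WT and KO mice was measured on 9 Affymetrix Mouse Genome 430 2.0 arrays, 5 WT and 4 KO. Each RNA sample was pooled from islets of 5 animals of 1 genotype, and replicates were separate pools. Islets were hand-picked after collagenase digestion, RNA had passed a minimum RNA integrity number, and biotin-labelled cRNA was made with a 3′ in vitro transcription kit. Groups and replicate numbers were taken from the sample titles. The Cre line was kept on a mixed C57BL/6J and 129/SvJ background and the floxed line on C57BL/6J, and WT mice were littermates without Cre.

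The authors deposited 1 value per probe set and array, and these are log2 signals. The methods name Genespring for the analysis, whereas the summarisation of probes into probe sets and the scaling are not given in the sources used here. The values themselves show the scale: the trimmed mean of the linear signal lay between 497.1 and 497.7 on every array, which is how Affymetrix signals scaled to a common target look, and signals under 1 had been set to 1. Between 43 and 107 values per array lay at that floor. The array medians were 6.98, 7.02, 6.89, 6.87 and 6.87 in WT and 6.95, 7.05, 7.02 and 6.85 in KO islets, so the values were not centred by probe set. The highest log2 value was 15.6, and 79 tested genes had means over 14, where a bright signal can be compressed. The largest difference among these 79 was 0.786. The 79 were taken by the mean over all arrays, which leaves out *Slc2a2* (14.59 in WT and 13.26 in KO islets, log2 difference -1.33). Detection calls and scan dates were not used here, and no batches were examined.

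The table held 45037 probe sets. Through the platform annotation 34945 were paired with 1 gene, 932 with several genes and 9160 with none here. Genes were named only from probe sets with 1 gene, which gave 18193 genes. Symbols were compared with RefSeq genes of GRCm38.p6 by gene identifier, and 0 needed an update. Some genes named by the study were not analysed here. A gene was represented by the probe set with the highest mean over all arrays, and the lowest 0.25 of genes by that mean was left out, which left 13644. The values were used as deposited, with no further normalization.

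KO and WT islets were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate, two-sided), with Benjamini-Hochberg adjustment over the genes and a threshold of 0.05. The count at the study's thresholds used a fold change of 1.5 and an unadjusted p under 0.05. The unpaired t-test of the study's methods was run on the same values as an alternative. With it 717 genes passed after Benjamini-Hochberg adjustment, and 1094 genes passed the study's fold and p thresholds, 761 higher and 333 lower in KO islets.

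The 37 gene lists were written before the values were examined, except that the list of disallowed genes followed a viewing of the study's heat map of these arrays. They covered beta cell identity, mature products, neonatal markers, disallowed genes, secretion, channels, energy metabolism, ribosomal proteins, mTORC1, lipid and amino acid metabolism, stress and growth responses, extracellular matrix and the cell types an islet preparation can hold. Each list with at least 3 tested members was tested with limma's camera at a preset correlation of 0.01 against all other genes, adjusted over 36 lists, and again with an estimated correlation and on ranks. The list of red blood cell markers had 1 tested member and was not tested as a set. For each cell type the mean of its markers was taken per array and compared by an exact two-sided permutation test over the 126 splits of the arrays. The planned check of RNA quality from control probe sets was not run, because the table as used here held 0 of them. *Rptor* was examined in all its probe sets.

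Genes were named by a rule fixed before the data were examined. They were *Rptor*, the 12 largest rises and the 12 largest falls among called genes whose groups did not overlap, the genes that the study's text names, and up to 4 called members of each list by lowest p, or the member with the lowest p where none was called. The rule gave 114 genes, and 7 more were chosen after their values were seen. Where several probe sets of a named gene had unadjusted p under 0.05 and opposite signs (*Bhlha15* and *Fbln1*), this is stated beside the value.

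The spread between arrays of a group depended on the signal. The median within-group SD was 0.146 (log2) in the brightest 10% of genes and 1.43 in the dimmest 10%. The scripts were tested on simulated data with known changes among 13644 genes on 5 and 4 arrays. limma called 146 genes, 7 of which had not been changed, and found 22 of 58 genes changed by 0.58 on the log2 scale, 48 of 71 changed by 1.00 and 69 of 71 changed by 2.00. In the same data the t-test called 123 genes, 7 of them unchanged, and camera called the 1 list that had been shifted. Camera with an estimated correlation also called 1 list there, so both settings gave the same result. In the real data they gave 16 and 1 called lists, so the simulation does not test whether the preset correlation suits the real lists.

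The alternatives fixed before the data were examined were no filter on dim genes, the lowest 0.5 of genes left out, a preference for probe sets not shared between genes, the mean of a gene's probe sets, every probe set on its own, quantile normalization, centring each array on its median, a floor at the 0.2 quantile, limma with trend and robust options, array weights, the t-test, the replicate number as a block, each array left out in turn and the acinar marker mean as a covariate. The stromal marker mean as a covariate was added after the data were seen. For the chance of a grouping, 100 of the 126 splits were drawn with a fixed seed, the real one included. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15, where pandas 2.3.3 read the tables.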

Results

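Gene expression was measured in pancreatic islets of 8-week-old male mice lacking *Raptor* in beta cells (βRapKO, here KO) and of wild-type (WT) littermates. *Raptor* (gene symbol *Rptor*) encodes the scaffold protein of mTORC1, a kinase complex that couples nutrient and growth factor signals to cell growth. It was deleted with a Cre transgene under a rat insulin promoter, and the littermates carried the floxed alleles without Cre. RNA from the islets of 5 animals of 1 genotype was pooled for each array, and there were 5 WT and 4 KO arrays of the Affymetrix Mouse Genome 430 2.0 type. The comparison asked which transcripts differ in islets once beta cells lose mTORC1. After the dimmest 0.25 of genes was left out, 13644 genes were tested. Values are log2 signals as mean ± SD, and differences are KO minus WT with their SE. The p-values reflect the spread between pools, and the small number of arrays limits the precision.

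The *Rptor* transcript was lower in KO islets. Its brightest probe set read 9.47 ± 0.21 (SD, n = 5) in WT and 8.75 ± 0.32 (SD, n = 4) in KO islets, a log2 difference of -0.72 ± 0.17 (SE) or 1.64-fold (limma adjusted p = 0.041). The WT arrays read 9.53, 9.59, 9.71, 9.22 and 9.30, and the KO arrays 8.59, 8.48, 9.21 and 8.73, with no overlap between the groups. The other 2 *Rptor* probe sets were dim, at 5.58 in WT against 5.17 in KO islets (limma unadjusted p = 0.510) and 3.85 against 4.50 (limma unadjusted p = 0.331). Where these probe sets lie relative to the deleted exon was not known here, and islets also hold cells in which the gene is intact. The call was close to the threshold. It was lost without the filter on dim genes (limma adjusted p = 0.0786), with the test of the study's methods (adjusted p = 0.0670), with the probe sets of a gene averaged (log2 difference -0.16, limma adjusted p = 0.888) and in 7 of the 9 fits that left out 1 array (WT replicate 1, 2, 3 or 5, KO replicate 1, 2 or 4).

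At an adjusted p under 0.05, 860 genes differed between KO and WT islets, 6.30% of those tested, of which 501 rose and 359 fell. Among these, 231 changed at least 2-fold, with 156 higher and 75 lower in KO islets. Among all tested genes 1703 (12.5%) had all 4 KO values on 1 side of all 5 WT values, where chance gives 1.59%. At the study's fold threshold of 1.5 and an unadjusted p under 0.05, 1253 genes differed, 870 higher and 383 lower, and 609 of these also passed the adjusted threshold. Among the called genes the excess of rises depended on the setting. With each array centred on its median 474 genes were called, 214 of which rose and 260 fell, so the share of rises was 45.2% in place of 58.3%, and without KO replicate 4 the counts were 225 and 243. At the 1.5-fold threshold the excess held with median centring (740 higher, 462 lower) and with quantile normalization (739 higher, 414 lower), but it turned with the stromal covariate described next (730 higher, 805 lower). Leaving out KO replicate 1 left 372 called genes, and 4 were called with the stromal marker mean of each array as a covariate, a setting added after the data were seen that made the SE 2.03 times larger.

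The largest rise was that of *Aldh1a3*, an enzyme that makes retinoic acid, from 6.76 ± 0.27 to 11.29 ± 0.19, or 23.2-fold (log2 difference 4.53 ± 0.15, limma adjusted p = 4.09e-06). *Serpina7*, which encodes the thyroxine-binding globulin, rose 11.6-fold and the prostaglandin E receptor gene *Ptger3* 7.56-fold. *Pfkfb3*, whose product makes the activator of phosphofructokinase, rose 6.76-fold, and *Aass*, the first enzyme of lysine degradation, 5.56-fold. *Scarf2* (5.32-fold), *Dlk1* (5.09-fold), *Tmem212* (4.69-fold) and *Gm2115* (4.62-fold) were also among the 12 largest rises of genes whose groups did not overlap. So were *Hpcal4* (log2 difference 2.84 ± 0.60), *Ntn1* encoding netrin-1 (2.56 ± 0.62) and *Cyp26b1*, which breaks down retinoic acid (2.46 ± 0.61), but from dim WT levels of 4.52 ± 1.29, 4.91 ± 1.36 and 5.84 ± 1.30. Their size is therefore uncertain, and their calls held in 11, 7 and 4 of 20 planned settings. The size also rests on the brightest probe set for others, since the dimmer probe set of *Pfkfb3* differed by only 0.24, and with the probe sets of a gene averaged *Ptger3*, *Scarf2* (1.10), *Dlk1* (0.94) and *Ntn1* (1.01) lost their calls.

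The largest falls were those of the uncharacterised transcript *4931431B13Rik* (log2 difference -2.37 ± 0.26), of *T2* (-2.28 ± 0.09), of *4933433N18Rik* (-2.15 ± 0.44), and of *Trpm5* (-2.14 ± 0.10), a calcium-activated cation channel. *4933433N18Rik* read only 4.49 ± 1.04 in KO islets, its other probe set differed by 0.41, and its call held in 13 of 19 planned settings. *Trpm5* went from 11.28 ± 0.10 to 9.14 ± 0.14, or 4.42-fold lower (limma adjusted p = 1.52e-05). *Cox6a2*, a subunit of cytochrome c oxidase best known from muscle, fell 3.49-fold (-1.80 ± 0.11), *Tmem215* 3.66-fold (-1.87 ± 0.20), *Upp2*, a uridine phosphorylase, 3.63-fold (-1.86 ± 0.26) and *Adam32* 3.06-fold (-1.61 ± 0.12). *Msln* (-1.72), *Agbl4* (-1.69), *Wdr64* (-1.68) and *Spns3* (-1.63) fell as well, the last 3 from levels below 8 in WT islets and with SDs of 0.87 to 0.98 in KO islets, and their calls held in 7, 9 and 4 of 20 planned settings.

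**Figure D1:**
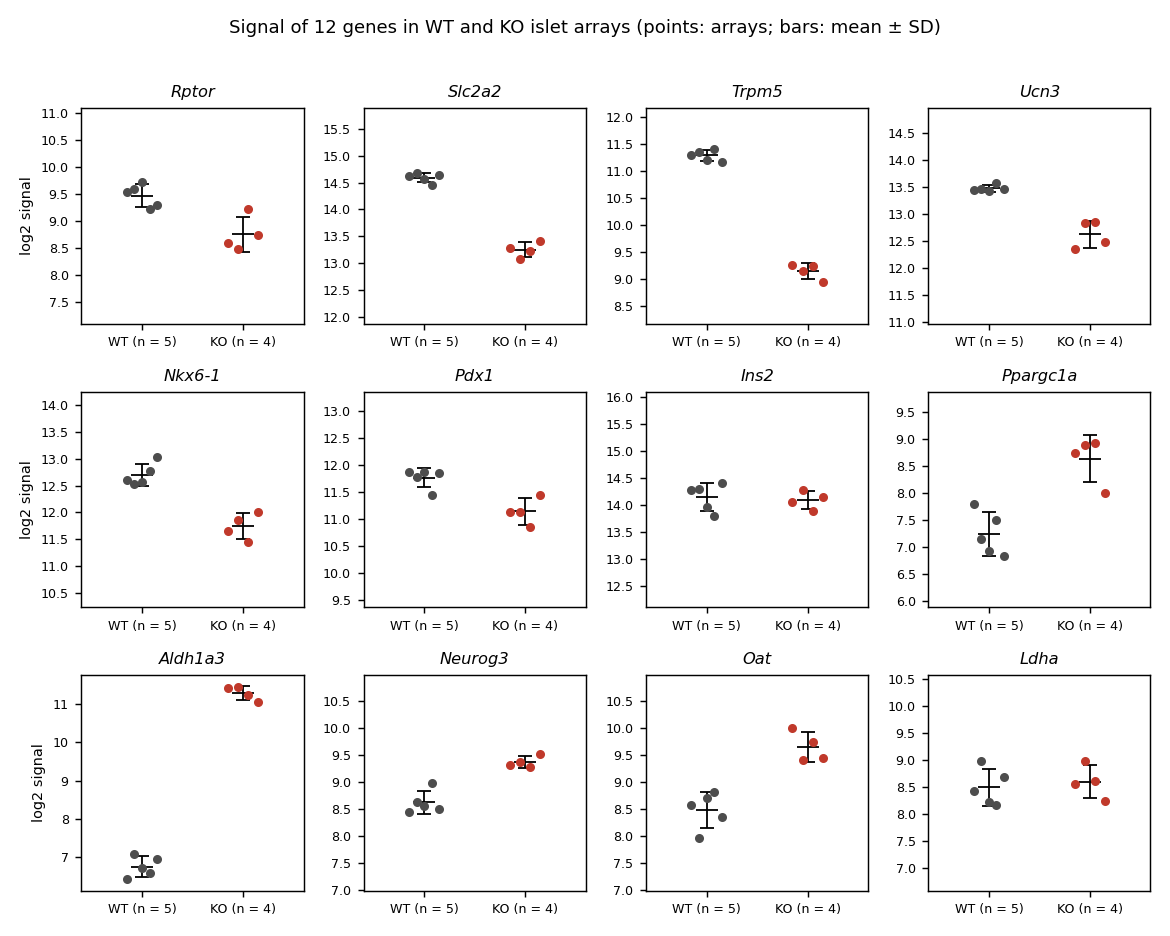
Log2 signal of 12 genes in each array of WT (grey, 5 arrays) and KO (red, 4 arrays) islets, with the mean and SD of each group as bars; the vertical axes span the same log2 range in all panels except that of *Aldh1a3*. *Slc2a2* and *Trpm5* fell and *Aldh1a3* rose without overlap of the groups, whereas the values of *Ins2* and *Ldha* overlapped.

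Islets hold other cells beside beta cells, and markers of several of them were higher in KO islets. The mean of 18 markers of fibroblasts, stellate cells and pericytes was 8.49 ± 0.39 in WT and 9.51 ± 0.16 in KO islets, a log2 difference of 1.02 (exact two-sided permutation p = 0.0159, adjusted p = 0.0437 over 11 cell types). Endothelial (16 markers, 0.38), Schwann and glial (6 markers, 0.91) and delta cell means (3 markers, 0.45) were higher as well (exact permutation p = 0.00794, the smallest that 5 and 4 arrays can give, adjusted p = 0.0291). The ductal mean of 4 markers was 1.12 higher (exact permutation p = 0.0238, adjusted p = 0.0524). For each of these 5 cell types all KO arrays lay above all WT arrays. Alpha cell (0.24, exact permutation p = 0.151), macrophage (0.23, exact permutation p = 0.167), lymphocyte (0.18, exact permutation p = 0.746) and PP and epsilon cell means (0.08, exact permutation p = 0.484) differed by less. The mean of 19 acinar markers, a measure of exocrine carry-over, differed by -0.16 (exact permutation p = 0.865) and ranged from 8.53 to 12.76 across arrays of both groups. Red blood cells were represented by *Alas2* alone, at 6.34 ± 0.83 in WT and 6.14 ± 1.68 in KO islets.

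Of the 18 stromal markers 8 rose, and 15 did so when adjusted over the list alone. *Dcn* (decorin), *Postn* (periostin), *Lum* (lumican) and *Fbln1* (fibulin-1) rose 4.11-, 3.21-, 2.90- and 2.50-fold, and the list rose as a set against all other genes (camera adjusted p = 5.15e-08; adjusted p = 0.184 with an estimated correlation). A further probe set of *Fbln1* went the opposite way. Sets of endothelial (none of 16 called, camera adjusted p = 0.00709; adjusted p = 0.188 with an estimated correlation) and of Schwann and glial markers (1 of 6 called, *Cdh19*, 2.39-fold; camera adjusted p = 0.0242; adjusted p = 0.188 with an estimated correlation) were also higher. *Hhex*, a transcription factor of delta cells, rose 1.79-fold, and *Bhlha15*, a transcription factor of acinar and other secretory cells, 1.88-fold, although another *Bhlha15* probe set went the opposite way. *C1qa*, a complement gene of macrophages, rose 1.36-fold at the threshold (limma adjusted p = 0.0491), a call that held in 5 of 21 planned settings. *Irx2* of alpha cells (log2 difference 0.69 ± 0.18, limma adjusted p = 0.0515), *Krt19* of ducts (1.97 ± 0.61, limma adjusted p = 0.0924), *Ptprb* of endothelium (0.46 ± 0.14), *Ptprc* of leukocytes (0.72 ± 0.31) and *Ppy* of PP cells (-0.14 ± 0.09) did not pass the test.

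**Figure D2:**
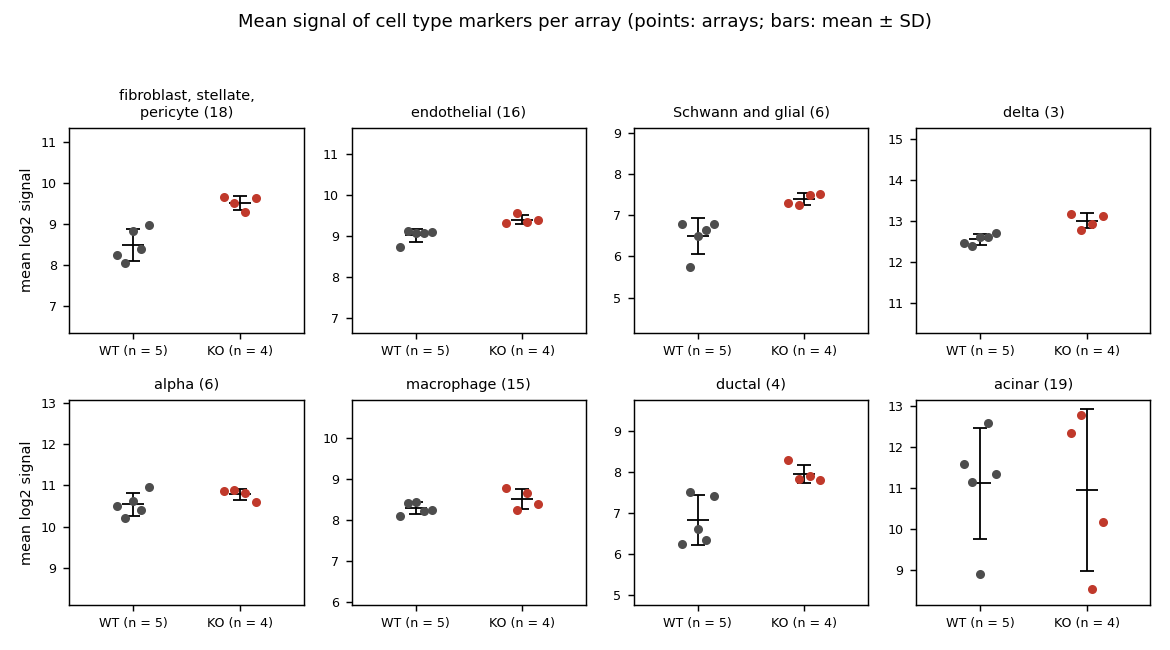
Mean log2 signal of the markers of 8 cell types in each WT (grey, 5 arrays) and KO (red, 4 arrays) islet array, with group mean and SD as bars, the number of markers in parentheses and the same log2 range in every panel. The stromal mean lay at 8.49 in WT and 9.51 in KO islets, and the acinar mean ranged from 8.53 to 12.76 in arrays of both groups.

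Genes of the extracellular matrix and integrins moved with these markers. Of 26 tested members 10 rose and 2 fell, and 17 rose and 2 fell when adjusted over the list alone, while 7 of the 26 also belonged to the stromal markers. *Bgn* (biglycan) rose 2.72-fold (log2 difference 1.44 ± 0.14) and *Fn1* (fibronectin) 2.42-fold. The 2 members that fell, chosen for mention after their values were seen, were *Col6a3* (-0.72) and *Itgav* (-0.54), which encode a collagen VI chain and an integrin subunit, and the call of *Col6a3* held in 8 of 21 planned settings. The list rose as a set with a median log2 difference of 0.81 (camera adjusted p = 4.09e-07; adjusted p = 0.214 with an estimated correlation).

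Products of mature beta cells fell in KO islets. Of 16 tested members 9 fell and none rose, and 11 fell when adjusted over the list alone, while all 16 had negative differences with a median of -0.84. *Slc2a2*, the glucose transporter GLUT2, went from 14.59 ± 0.09 to 13.26 ± 0.14, or 2.52-fold lower (limma adjusted p = 0.000217). *Trpm5*, *Cox6a2* and *Sytl4* (2.28-fold lower) fell more than *Ucn3*, the peptide hormone urocortin 3 of mature beta cells (13.48 ± 0.06 to 12.63 ± 0.25, 1.80-fold lower, limma adjusted p = 0.00571), and *Pcx*, pyruvate carboxylase (1.81-fold lower). The convertase gene *Pcsk1* differed by -0.04 ± 0.10, and *Ins2* by -0.05 ± 0.15 at a level of 14.15 in WT islets, where the signal can be compressed and a fall be missed. A fall from a higher WT level was nonetheless seen for *Slc2a2*. The study described *Ins2* and *Pcsk1* as not different by RT-PCR. The list fell as a set (camera adjusted p = 1.24e-16), and it was the only list called with an estimated correlation (adjusted p = 0.00592). The study's text names 9 of the 16 members, so the count is not independent evidence of their direction. With the stromal mean as a covariate the shift of the list's mean was -0.55 ± 0.07 (SE) in place of -0.83 ± 0.07.

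Transcription factors of beta cell identity fell in part. *Nkx6-1* fell from 12.70 ± 0.20 to 11.75 ± 0.24 (1.94-fold, limma adjusted p = 0.00740), *Neurod1* fell 1.42-fold (-0.50 ± 0.10) and *Pdx1* 1.54-fold (-0.62 ± 0.14), and these 3 were the members of 13 that passed the test, all 3 named by the study. Adjusted over the list alone 4 fell and 1 rose. None of the 10 other members was called, and their median was -0.094. The set had a median of -0.14 (camera adjusted p = 0.00459; adjusted p = 0.122 with an estimated correlation). *Pdx1* was close to the threshold (limma adjusted p = 0.0357), and its call held in 8 of 21 planned settings. It was lost, among others, with the probe sets of a gene averaged (-0.41, limma adjusted p = 0.194), without the filter on dim genes (adjusted p = 0.0699), with median centring (adjusted p = 0.0629) and in 7 of the 9 fits that left out 1 array (WT replicate 1, 2, 3 or 5, KO replicate 1, 2 or 3).

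Genes of insulin processing, granules and exocytosis were split. Of 26 tested members 5 fell and 1 rose, and 6 fell and 1 rose when adjusted over the list alone. Beside *Sytl4*, which encodes the granule protein granuphilin, the zinc transporter gene *Slc30a8* (1.72-fold lower), the gap junction gene *Gjd2* (1.74-fold lower), *Pclo* (piccolo, 1.77-fold lower) and the calcium channel gene *Cacna1c* (1.70-fold lower) fell. The member that rose was *Vgf*, a granule neuropeptide precursor (log2 difference 1.12, limma adjusted p = 0.00580), named after its value was seen. *Abcc8* (-0.01 ± 0.10) and *Kcnj11* (0.27 ± 0.13), the subunits of the ATP-sensitive potassium channel, *Rims2* (-0.14 ± 0.09) and *Vamp2* (-0.15 ± 0.12) did not pass the test. The set fell, with a median of -0.09 (camera adjusted p = 0.00580; adjusted p = 0.282 with an estimated correlation), and the call was lost on ranks (adjusted p = 0.0640) and with the probe sets of a gene averaged (adjusted p = 0.179). The study's text names 9 of its members, and the other 17 had a median of 0.0015, so the fall rests on the named ones. Among 19 channels and calcium pumps 4 fell, 5 when adjusted over the list alone, and none rose. These were *Trpm5*, *Cacna1c* and the calcium pumps of the endoplasmic reticulum *Atp2a2* (1.43-fold lower) and *Atp2a3* (1.36-fold lower). This set fell too (camera adjusted p = 0.00416; adjusted p = 0.122 with an estimated correlation).

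Markers of neonatal beta cells and endocrine progenitors rose. *Aldh1a3*, *Dlk1*, a Notch ligand homologue of fetal tissue, and *Neurog3*, the transcription factor that starts endocrine differentiation (8.63 ± 0.21 to 9.37 ± 0.11, 1.68-fold, limma adjusted p = 0.0105), were the 3 of 9 members that rose, and none fell. Adjusted over the list alone 5 rose and 1 fell. *Npy* differed by 1.01 ± 0.31 (limma adjusted p = 0.0949). The list's median was 0.70 (camera adjusted p = 0.00416; adjusted p = 0.122 with an estimated correlation), and the call was also lost on ranks (adjusted p = 0.0538). The study's text names 3 of the 9, and of the other 6, with a median of 0.36, only *Aldh1a3* was called. With the stromal mean as a covariate the shift of the list's mean was 0.58 ± 0.31 (SE) in place of 1.08 ± 0.17.

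Genes repressed in mature beta cells, known as disallowed genes, rose. Of 19 tested members 10 rose and none fell, 15 rose when adjusted over the list alone, and all 19 had positive differences with a median of 0.77. *Oat*, ornithine aminotransferase, rose 2.25-fold (log2 difference 1.17 ± 0.19, limma adjusted p = 0.0106), *Ndrg2* 2.16-fold, the chemokine gene *Cxcl12* 2.19-fold, and *Zfp36l1* 1.48-fold. Close to the threshold *Igfbp4* rose 3.58-fold (limma adjusted p = 0.0433), *Acot7*, an acyl-CoA thioesterase, 2.74-fold (limma adjusted p = 0.0442) and *Mylk*, myosin light chain kinase, 1.51-fold (limma adjusted p = 0.0476), and their calls held in 8, 8 and 6 of 21 planned settings. *Pdgfra* (1.87 ± 0.54, limma adjusted p = 0.0786), *Hk1* (0.77 ± 0.26, limma adjusted p = 0.123) and *Ldha* (0.10 ± 0.20, limma adjusted p = 0.826) did not pass. The set rose (camera adjusted p = 2.42e-08; adjusted p = 0.122 with an estimated correlation). The list was written after the study's heat map of these genes had been viewed and 7 members are named in its text, so its direction is not independent evidence. With the stromal mean as a covariate the shift of the list's mean was 0.28 ± 0.15 (SE) in place of 0.87 ± 0.14.

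Glycolysis and lactate genes did not move as a set. Of 17 members *Fbp1*, a gluconeogenic enzyme (1.92-fold), and *Pfkp* (1.41-fold) rose and *Aldoc* (1.56-fold) and *Ldhb* (1.36-fold) fell, and 3 rose and 3 fell when adjusted over the list alone. The calls of *Pfkp* and *Ldhb* held in 10 and 8 of 21 planned settings. The list's median was 0.10 and its mean 0.08, whereas the test against all other genes pointed down (camera adjusted p = 0.999). Among 27 genes of pyruvate metabolism, the TCA cycle and NADH shuttles, *Gpd2*, the mitochondrial glycerol phosphate dehydrogenase, fell 2.03-fold (log2 difference -1.02 ± 0.09, limma adjusted p = 0.000622) together with *Pcx*, and *Pdk1*, a kinase that inhibits pyruvate dehydrogenase, rose 1.70-fold. The set was not called (median -0.05, mean 0.01, camera direction down, adjusted p = 0.617), with 3 rises and 2 falls when adjusted over the list alone. Of 75 nuclear-encoded subunits of the respiratory chain and ATP synthase only *Cox6a2* and *Cox8c* (1.81-fold lower) fell, over all genes and adjusted over the list alone, and the set had a median of -0.04 (camera adjusted p = 0.0855). *Ndufb8* (-0.29 ± 0.09), *Cox6c* (-0.17 ± 0.22), *Cox8a* (-0.19 ± 0.08), *Atp5a1* (-0.20 ± 0.08) and *Atp5j2* (-0.07 ± 0.13) did not pass the test. For *Cox6c* and *Atp5j2* the study lists other, dimmer probe sets than those used here. These differed by -0.29 (limma unadjusted p = 0.0586) and -0.53 (limma unadjusted p = 0.0211). A further *Atp5j2* probe set differed by 0.10. The set's call depended on single arrays, since it fell without WT replicate 1, 2 or 3 or without KO replicate 1 or 4 (camera adjusted p = 0.0323, 0.0350, 0.0372, 0.0188 and 0.00384). These values use the preset correlation, whereas the correlation estimated for this list was 0.36 (adjusted p = 0.772 over all arrays).

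Of 15 components and direct effectors of mTORC1, *Rptor* was the only member called, over all genes and adjusted over the list alone, and the set was not called (median -0.05, camera adjusted p = 0.361). Cytosolic ribosomal protein genes had small positive differences in 40 of 43 members with a median of 0.15, and *Rps2* (1.49-fold) was the 1 that rose, over all genes and adjusted over the list alone. The set rose (camera adjusted p = 0.00465; adjusted p = 0.636 with an estimated correlation), and its call was lost without KO replicate 1 (0.10, adjusted p = 0.0692) or KO replicate 4 (0.10, adjusted p = 0.0805). *Rpl7* differed by 0.19 ± 0.08. The DNA methyltransferase gene *Dnmt3a* was at 12.03 ± 0.06 in WT and 11.79 ± 0.10 in KO islets (-0.24 ± 0.08, limma adjusted p = 0.115). *Ppargc1a*, which encodes the mitochondrial coactivator PGC1α, rose 2.63-fold, from 7.24 ± 0.40 to 8.64 ± 0.44 (limma adjusted p = 0.0162). The call was lost without KO replicate 1, 2 or 3 (1.36, 1.31 and 1.30 on the log2 scale, limma adjusted p = 0.0559, 0.0514 and 0.0540).

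**Figure D3:**
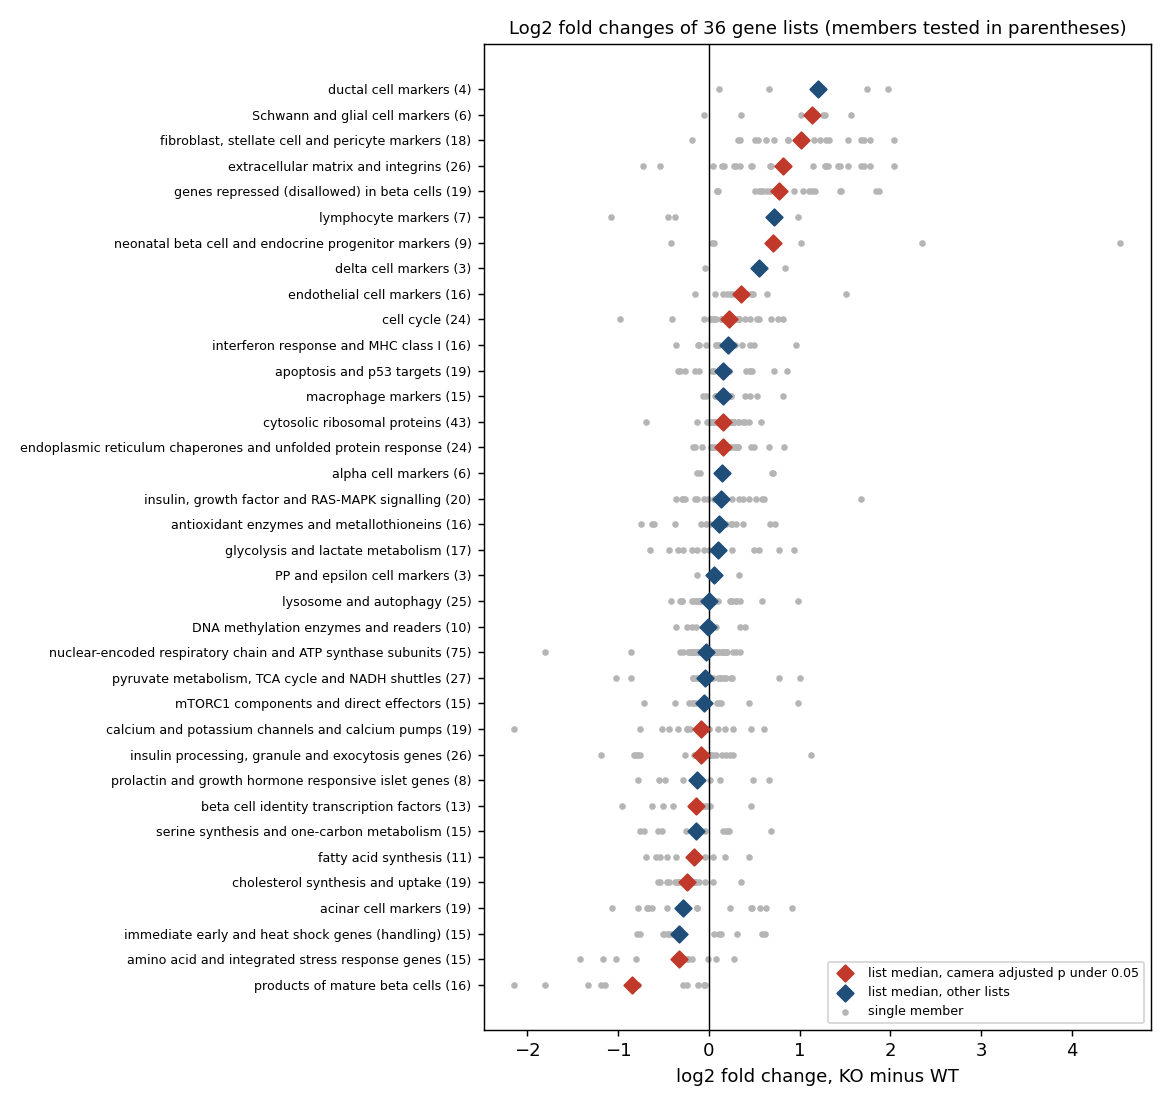
Log2 fold change (KO minus WT) of every tested member (grey points) and the median (diamonds) of 36 gene lists, red where camera gave an adjusted p under 0.05, with the number of tested members in parentheses. The median of the mature beta cell products lay at -0.84 and those of the stromal markers and disallowed genes at 1.02 and 0.77.

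Of the 36 lists 16 were called, 9 up and 7 down, at the preset correlation of 0.01, 14 were called on ranks and 1 with an estimated correlation. Of the 37 tested genes that the study's text names, 20 were called. With the probe sets of a gene averaged, the calls of *Dcn* (0.66), *Fbln1* (0.66), *Fn1* (0.275), *Cxcl12* (0.45), *Itgav* (-0.15), *Bhlha15* (0.0062), *Aldoc* (-0.25) and *Cox8c* (-0.56) were lost and their log2 differences shrank.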

Values the study reported

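The study reported 1,150 genes with significantly different levels between islets of βRapKO and WT mice at a fold change above 1.5, of which 786 were higher and 364 lower in the knockout. Of 65 disallowed genes, 31 were reported as significantly higher in the arrays of βRapKO islets. By the study's measurements the *Ucn3* transcript fell by more than 50%. Beta cell mass was given as 49.8% below that of WT mice and beta cell size as 27% smaller. LDHA protein was reported as 4.25-fold higher by western blot, and the ATP content of islets as 65% lower.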

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

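The tests of explanations in this part were chosen after the results were seen, whereas the comparisons with other splits of the arrays were planned, except those without the genes that the study names.

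The comparison was set against other splits of the 9 arrays into 5 and 4, with 100 splits used and the real one among them. The real split gave 860 called genes and no other split gave more than 3, and it gave 1253 genes at the fold and unadjusted p thresholds against at most 841, so 1 split of 100 reached either count and chance is excluded as the source of both. Of the gene lists 16 were called in the real split and 17 in the highest other, a count that 2 splits reached. The other splits are not free of the genotype contrast. The split with 17 lists held 3 KO arrays in its group of 4, and the split with 841 genes held 0. High values among the other splits can therefore carry part of the KO effect and are no pure measure of chance. For single lists the camera p, given here as its negative log10, was compared. The real split alone reached its value for mature beta cell products (17.5 against at most 9.60), neonatal markers (2.99 against 2.62), channels (2.98 against 2.27) and disallowed genes (8.87 against 8.07), and as small a p came from 2 splits for beta cell transcription factors (2.90, highest other 2.92) and secretion genes (2.68, highest other 2.72). The disallowed list was written after the study's heat map of these arrays had been viewed, so the count of splits excludes nothing there. The other 5 hold genes that the study's text names from the same arrays or mice, so their splits were counted again without these. The real split alone then reached its value for the 7 other mature beta cell products (6.81 against at most 4.90) and the 17 other channels (3.65 against 2.72). For each of these taken alone chance is excluded at the 0.05 level. It is not excluded for the 10 other transcription factors (22 splits, 0.945, highest other 2.06), the 6 other neonatal markers (17 splits, 1.01, highest other 2.62) and the 17 other secretion genes (41 splits, 0.329, highest other 1.59). As small a p came from 2 splits for stromal markers (8.37, highest other 9.03) and from 3 for the extracellular matrix (7.34, highest other 8.47). It came from 3 for the amino acid stress genes (3.95, highest other 4.81) and from 4 for fatty acid synthesis (3.13, highest other 3.50). This excludes chance at the 0.05 level only for each list taken alone. Only lists called in the real split were compared, and the counts of splits were not adjusted over lists. They therefore do not exclude chance over the lists together. In this test against all other genes chance was not excluded for 6 lists. These were Schwann and glial markers (5 splits, 2.00, highest other 2.43), endothelial markers (6 splits, 2.56, highest other 3.82), cholesterol synthesis (6 splits, 4.50, highest other 6.80), endoplasmic reticulum chaperones (8 splits, 2.70, highest other 3.95), ribosomal proteins (30 splits, 2.85, highest other 11.2) and the cell cycle (30 splits, 1.69, highest other 4.80). The list mean by itself, not set against other genes, differed between the groups for 4 of the 6, the Schwann and glial and the endothelial markers (exact permutation p = 0.00794) and cholesterol synthesis and the chaperones (exact permutation p = 0.0159), so for these the verdicts of the 2 tests part.

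Stromal, extracellular matrix and disallowed genes were higher in KO islets. A lower share of beta cells would raise the markers of every other cell type alike, but the stromal mean moved 0.64 (log2) more than the endothelial mean (exact permutation p = 0.0159), which argues against it as the whole cause. The disallowed mean moved 0.49 more (exact permutation p = 0.0238), but its members were listed with the heat map in view, so for them a lower share of beta cells stays open. Scaling of the arrays is argued against, since under quantile normalization and median centring the lowest of the 3 list medians was 0.71. More stromal cells may account for much of the rise of the disallowed genes, because with the stromal mean as a covariate their shift went from 0.87 ± 0.14 (SE) to 0.28 ± 0.15, between 0.09 and 0.44 with each array left out in turn. The stromal mean itself moves with genotype, so that fit also removes changes in beta cells that go with it. Members of the list differed in it, as *Oat* went from 1.17 to 0.90 and lost its call (limma adjusted p = 0.368), whereas *Igfbp4* went from 1.84 to -0.45 and *Acot7* from 1.45 to -0.26. For the stromal and matrix genes, more cells and more expression per cell cannot be told apart, because the 18 markers cover several cell types and their differences spread with an SD of 0.60 (from -0.19 for the lowest to 2.04 for the highest, median SE 0.26).

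Mature beta cell products were lower in KO islets. A lower share of beta cells would lower all of them by about the same amount, but for 10 of the 16 members the 95% interval leaves out the list's median, 5 above and 5 below it, with *Pcsk1* at -0.04 and *Trpm5* at -2.14. Without the 6 members whose mean exceeds 14 in a group, where signals can be compressed, this was so for 5 of 10, with 1 above, *Pcsk1*, and 4 below. Stromal content does not carry it either, since with that covariate the shift of the list's mean was -0.55 ± 0.07 (SE) where it had been -0.83 ± 0.07, and under the other scalings the median was -0.84 or lower. These values argue against each explanation as the whole cause, and a fall of these transcripts within beta cells may therefore be considered as a hypothesis, found and tested on the same arrays. Whether loss of *Raptor*, the Cre transgene or the raised blood glucose that the study describes lies behind it was not tested, as islets with Cre alone were not analysed here. Against glucose as the whole cause the study sets lower GLUT2 protein in younger KO mice with normal blood glucose, an age that these arrays do not cover.

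Among the genes called with at least 2-fold change and no overlap of groups, 228 in all, changes such as those of *Aldh1a3* and *T2* were large against a small spread. Only KO mice carry the Cre transgene, which came from a line of mixed background, so DNA of the other strain beside it could mimic regulation. As the source of all of them this is argued against, because of the 227 members that could be placed 201 lay on other chromosomes than the 1 that held the most. It stays open for a stretch of 20 neighbouring tested genes on chromosome 3 that held 5 members, which few shuffles also reached (permutation p = 0.0429, 10000 shuffles), although the same count over all called genes, at most 8 among 20 neighbours, was reached by more (permutation p = 0.0643). The 5 were *Slc2a2*, *Tmem212*, *Mecom* (1.44, but 0.32 with probe sets averaged), *Cp* (1.07) and *Pld1* (1.05), the last 3 named after their values were seen. The study also reported lower *Slc2a2* transcript by RT-PCR and lower GLUT2 protein in KO mice, so that fall was not confined to these arrays. Those mice carry the same Cre transgene, so this does not settle the question of strain DNA. Growth hormone made from a Cre transgene would raise its targets *Socs2* and *Cish*. Their mean was 0.52 lower in KO islets (log2 difference -0.52, exact permutation p = 0.0159). This pair was chosen after the results were seen, so it cannot decide the question. The planned list of 8 genes that answer to prolactin and growth hormone was split. It held 4 positive differences, with *Matn2* called higher and *Socs2* and *Igfals* called lower in KO islets. Its mean differed by -0.10 (exact permutation p = 0.135).

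In 14 of 316 sets of values (4.43%), each the 4 or 5 arrays of a group for 1 named gene or list mean, a single array stood apart from the rest, and chance gives about 1 in 20. In WT replicate 1 *Pdgfra* lay 1.84 below the nearest array, the endothelial mean 0.34 below and the mean of the fatty acid synthesis genes 0.10 below. In WT replicate 2 *Scarf2* lay 0.91 below, *Igf1* 1.83 below and *Fn1* 0.79 above the nearest array. In WT replicate 4 *Pdx1* lay 0.34 below, *Itgav* 0.16 below and *Ucn3* 0.13 above. In WT replicate 5 *Agbl4* lay 1.00 above and *Igfals* 0.47 below. In KO replicate 1 *Krt19* lay 0.44 above and *Lum* 0.68 above, and in KO replicate 3 the mean of the DNA methylation genes lay 0.069 below.

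Probe sets not paired with a single gene were left out of the comparison. When all probe sets were tested together, 60 of 6342 of these differed between KO and WT islets (29 higher, 31 lower), or 0.946%, against 1.66% of the probe sets with a gene.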

How the results depend on the processing

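The stromal covariate was added after the data were seen; the other settings were planned. For the 10 lists of the main comparisons 205 of 220 values under planned settings kept direction and call. The cause was not tested for values that did not, unless it is named below. Among 120 named genes 2006 of 2492 values kept them, 461 lost the call, 24 gained it and 1 turned, and of 93 called genes 12 were called under every planned setting and 20 under fewer than 11. A change of direction was counted only where a value was called under at least 1 of both settings. Results not called in the main fit counted as kept where they stayed uncalled. This applies to the glycolysis, TCA cycle, mTORC1 and respiratory chain lists and to the named genes that were not called. Dim genes set the limit of what was seen, since their spread was larger.

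Called genes numbered 452 without the filter on dim genes, where more genes were tested, 317 with the mean of probe sets, 474 with median centring and 4 with the stromal covariate, whose SE was 2.03 times larger. The median of all genes moved from 0.04 to -0.0008 with median centring and to -0.07 with the stromal covariate. Leaving out arrays gave 372 to 800 calls, with 488 and 567 without WT replicate 1 and 2 and 372, 458, 425 and 468 without KO replicate 1, 2, 3 and 4, and 14 to 37 named genes lost their call. At the 1.5-fold threshold 568 genes passed with the lowest 0.5 of genes left out, where fewer were tested, and 2064 probe sets with each on its own.

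*Rptor* kept its sign but not its call without the filter (-0.72, adjusted p = 0.0786), with the mean of probe sets (-0.16), with the methods' test (-0.72, adjusted p = 0.0670), with the stromal covariate (-0.47) and without WT replicate 1, 2, 3 or 5 or KO replicate 1, 2 or 4 (leave-one-out range -0.87 to -0.63, adjusted p = 0.0871, 0.0839, 0.0739, 0.0513, 0.115, 0.101 and 0.0925). With the mean of probe sets secretion genes (-0.0025) lost their call and *Gla* turned (-0.039). With each array left out the median of respiratory chain genes ranged from -0.088 to 0.014 and that of ribosomal proteins from 0.10 to 0.20. An estimated correlation ended the calls of beta cell transcription factors (-0.14), disallowed genes (0.77), neonatal markers (0.70), ribosomal proteins (0.15) and secretion genes (-0.092), and ranks those of neonatal markers (0.70) and secretion genes (-0.092).

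With the stromal covariate 3 lists were called in place of 16. Mature beta cell products and amino acid stress genes kept their calls, and that of respiratory chain genes appeared (-0.31, adjusted p = 0.000529 at the preset correlation, although 0.36 was estimated for this list). The calls of beta cell transcription factors (-0.079), disallowed genes (0.30), neonatal markers (0.14), secretion genes (-0.082), matrix, channels, fatty acid synthesis, chaperones, the cell cycle and stromal, endothelial and Schwann markers ended, and ribosomal proteins (-0.19), cholesterol synthesis (0.0395), *Igfbp4* (-0.45) and *Acot7* (-0.26) turned. The shift of the list mean went from -0.21 ± 0.05 (SE) to -0.27 ± 0.10 for the transcription factors and from -0.14 ± 0.03 to -0.18 ± 0.07 for secretion genes while their medians shrank, and from 0.87 ± 0.14 to 0.28 ± 0.15 for disallowed genes and from 1.08 ± 0.17 to 0.58 ± 0.31 for neonatal markers.

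The replicate numbers did not pair the arrays. Deviations of same-numbered arrays correlated at -0.04, 0.09, 0.12 and -0.03, and 2 of 4 WT arrays correlated best with their own number. With the number as a block 61 genes were called, 57 of them among the 860, and *Rptor* was at -0.76 (adjusted p = 0.0866).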

Other observations

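The tests of lists and genes described here were planned, except where a gene is said to have been chosen after its value was seen. Some genes of sterol and fatty acid synthesis fell in KO islets. Of 19 cholesterol genes 2 fell, 3 when adjusted over the list alone, namely *Insig1*, the sterol sensor (1.46-fold lower), and *Hmgcs1* (1.27-fold lower), with a list median of -0.25 (camera adjusted p = 0.000226; adjusted p = 0.122 with an estimated correlation) that turned to 0.0395 with the stromal covariate, a setting added after the data were seen. Of 11 genes of fatty acid synthesis 4 fell, 5 fell and 1 rose when adjusted over the list alone, and the 4 were *Elovl5* (1.62-fold), *Scd2* (log2 difference -0.58), *Srebf1*, the regulator of the pathway (1.45-fold), and *Acaca*, acetyl-CoA carboxylase (1.37-fold). That list had a median of -0.16 (camera adjusted p = 0.00384; adjusted p = 0.197 with an estimated correlation). Genes of the amino acid and integrated stress response were also lower, with 2 of 15 called and 5 when adjusted over the list alone: *Atf5* fell 2.67-fold (log2 difference -1.42 ± 0.23, limma adjusted p = 0.00897) and *Vldlr* 1.74-fold (list median -0.32, camera adjusted p = 0.000675; adjusted p = 0.122 with an estimated correlation). *Mthfd2* (1.69-fold) and *Aldh1l2* (1.64-fold), enzymes of mitochondrial one-carbon metabolism, fell, 2 of 15 members, 3 when adjusted over the list alone, although that set was not called (median -0.15, camera adjusted p = 0.127).

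Chaperones of the endoplasmic reticulum had the opposite sign. *Creld2* rose 1.77-fold and *Syvn1* 1.21-fold at the threshold (limma adjusted p = 0.0493 and 0.0496), calls that held in 7 and 5 of 21 planned settings. They were 2 of 24 members, and 7 rose when adjusted over the list alone, with a list median of 0.15 (camera adjusted p = 0.00580; adjusted p = 0.184 with an estimated correlation). Of 24 cell cycle genes *Mcm2* (1.76-fold) and *Mcm4* (1.44-fold) of the replicative helicase rose, over all genes and adjusted over the list alone (list median 0.22, camera adjusted p = 0.0460; adjusted p = 0.428 with an estimated correlation). *Cdkn1a*, the cell cycle inhibitor p21, rose 1.82-fold as the 1 called of 19 apoptosis and p53 genes, 2 when adjusted over the list alone (set not called, median 0.16, adjusted p = 0.218). The metallothionein genes *Mt1* (1.52-fold) and *Mt2* (1.68-fold) fell and *Gpx3*, a secreted glutathione peroxidase, rose 1.66-fold among 16 antioxidant genes, with 2 rises and 2 falls when adjusted over the list alone (median 0.11, camera adjusted p = 0.617). *Gbp2* rose 1.94-fold, the 1 called of 16 interferon genes (median 0.21, camera adjusted p = 0.343), and *Gla*, a lysosomal galactosidase, rose by 0.58 on the log2 scale in its brightest probe set, although its 2 dimmer ones went the opposite way (-0.36 and -0.35), the 1 called of 25 lysosome and autophagy genes (median 0.00, mean 0.05, camera direction down, adjusted p = 0.490), both also adjusted over the list alone. *Socs2* (1.46-fold) and *Igfals* (1.72-fold) fell and *Matn2* (1.40-fold) rose among 8 genes that answer to prolactin and growth hormone, with 3 falls and 1 rise when adjusted over the list alone (median -0.14, camera adjusted p = 0.172), and *Cish*, chosen after its value was seen, differed by -0.48 (limma adjusted p = 0.140). The calls of *Mt1*, *Matn2*, *Gpx3* and *Gbp2* held in 7, 8 and 10 of 21 and 6 of 20 planned settings, and that of *Hmgcs1* in 9 of 21. With the probe sets of a gene averaged *Gla* turned (-0.039), and *Mcm2* (0.45), *Scd2* (-0.37) and *Socs2* (-0.31) lost their calls.

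No member was called over all genes in the lists of growth factor and MAPK signalling (20 members, median 0.13, camera adjusted p = 0.488), DNA methylation enzymes and readers (10 members, median -0.01, camera adjusted p = 0.495) and immediate early and heat shock genes (15 members, median -0.32, camera adjusted p = 0.617). Their members with the lowest p were *Igf1* (1.68 ± 0.47, limma adjusted p = 0.0686), *Mbd2* (-0.36 ± 0.09, limma adjusted p = 0.0545) and *Klf6* (0.59 ± 0.16, limma adjusted p = 0.0672). Adjusted over the list alone 1 methylation gene rose and 2 fell. The list mean by itself, not set against other genes, was 0.19 higher in KO islets for growth factor and MAPK signalling (exact permutation p = 0.0238). It was also higher for interferon (0.19, exact permutation p = 0.0238), apoptosis (0.17, exact permutation p = 0.032) and lysosome genes (0.045, exact permutation p = 0.040). It did not differ for methylation (exact permutation p = 0.738) or early genes (exact permutation p = 0.667). These p-values were not adjusted over lists. The cell type lists not given as sets above were not called: acinar (median -0.28, camera adjusted p = 0.748), alpha (0.15, adjusted p = 0.617), delta (0.56, adjusted p = 0.107), ductal (1.21, adjusted p = 0.182), macrophage (0.16, adjusted p = 0.218), lymphocyte (0.72, mean 0.18, camera direction down, adjusted p = 0.990) and PP and epsilon cells (0.06, camera direction down, adjusted p = 0.996).

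Some transcripts on the arrays differed from what the study described by other measurements. The study described PGC1α protein as strongly reduced, and its *Ppargc1a* transcript rose here (log2 difference 1.40 ± 0.26). The study described *Pclo* as not changed and *Vamp2* as reduced by RT-PCR. On the arrays *Pclo* fell by 0.83 ± 0.07 on the log2 scale, and *Vamp2* (-0.15 ± 0.12) did not pass the test. *Ldha* and *Hk1* were described as raised by RT-PCR. Neither passed the adjusted threshold on the arrays (*Ldha* 0.10 ± 0.20, limma adjusted p = 0.826, and *Hk1* 0.77 ± 0.26, limma adjusted p = 0.123), although both differences were positive. At the study's thresholds of 1.5-fold and an unadjusted p under 0.05 *Hk1* did pass (1.71-fold, limma unadjusted p = 0.0167). The study's own array values likewise have *Hk1* above 1.5-fold at a p under 0.05 and *Ldha* short of both thresholds. For *Ldha* the arrays therefore did not show the rise described by RT-PCR. For *Hk1* they showed it at the study's thresholds but not at the adjusted one.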
